A study of Mus musculus with 7 samples.

How the data were processed

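Whole brain tumours were measured by droplet single-cell RNA sequencing with the 10x Genomics 3′ kit, per the labels' protocols, in 7 libraries: 1 UT, 2 IgG, 2 BP, 1 BPI and 1 CD40. Tumours of at least 2 mice were pooled per group, 6000 cells were aimed for per library, and the kit chemistry is given as V2 for all samples, per the labels. The barcodes go against a single chemistry, since UT lists 713553 and draws on another barcode list than the other 6 libraries, which list 1487060 to 2310016; which chemistry served which library was not settled. The deposited values are UMI counts per gene and barcode, made with Cell Ranger 4 per the file headers, on the mouse build mm10 (GRCm38) as the deposited names state. They cover all listed barcodes, were not limited to cells, and hold 32285 genes with no transgene, as checked on the values. No normalisation, doublet removal or cell annotation is recorded in the headers or labels. Another tumour model that the series names was not analysed here. Groups were taken from the sample titles. The hosts' sex is not stated in the labels.

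Total depth was 68997476 to 186793886 UMIs per library, and 5811 to 10734 barcodes per library had at least 1000 UMIs. A pooled library counts as 1 replicate, so variation between mice could not be measured. All intervals are exact 95% intervals (Clopper-Pearson for shares, Poisson for counts), and these intervals and the floor of 3 counts used where a group had 0 UMIs cover counting error only.

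Barcodes with at least 1000 UMIs, at least 500 genes and at most 15% mitochondrial UMIs were kept (51795). Doublets were removed as the highest Scrublet scores of each library (scanpy 1.11.5), 0.8% per 1000 cells, which took 4.50% to 8.44% of a library. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 were used on all libraries together without batch correction (igraph 0.11.9, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, python 3.11.15, figures with matplotlib 3.10.9). A cluster was named "X-like" from 19 marker lists. A marker counted as raised at 20 CPM or more and at 4 times the lower-quartile cluster plus 5 CPM. At least 3 raised markers were needed, and clusters whose top 10 genes went against the name, or with under a 3rd of their library's median depth and no own marker in that top 10, stayed unnamed. A cluster in which each of 2 classes had 80% or more of its markers raised was split once at resolution 0.5. The markers were fixed in advance, while this naming rule and the splitting were set after seeing the data. Unnamed cells were 28.4% of UT, 19.8% of IgG replicate 1, 14.1% of BP replicate 2, 8.13% of BPI, 5.36% of BP replicate 1, 3.27% of CD40 and 2.50% of IgG replicate 2.

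Shares of cells were compared between the 2 IgG and 2 BP libraries with a two-sided exact permutation test. For genes, UMI counts were summed per library and class and tested with the edgeR 4.0.16 quasi-likelihood test (R 4.3.3), with TMM scaling, filterByExpr and Benjamini-Hochberg adjustment within each class and contrast, at an adjusted p of 0.05. The IgG, BP, BPI and CD40 libraries (6) shared 1 fit, and UT against IgG was fitted on all 7. The lone BPI, CD40 and UT libraries were assumed to vary like IgG and BP. A class needed 20 cells in every library of the fit, which left 4 classes. BP, BPI and CD40 against IgG were tested in each, while BPI against BP and UT against IgG were planned for tumour-like and monocyte/macrophage-like cells only, so that 16 tests were made. These 2 contrasts were not tested in T-like and microglia-like cells, although the cell numbers would have allowed it. Genes were named by rule: adjusted p under 0.05, average log2 CPM of at least 5, an estimated free RNA share under 10% in each library, and every treated library on the same side of both IgG libraries, up to 3 with the largest rise and 3 with the largest fall. Another 14 genes were named whatever their values: Vegfa, Kdr, Flt1, Cd274, Pdcd1, Pik3cd, Pik3cg, Cd40 and Cd40lg (drug targets, receptors and ligands), Egfr and Cdkn2a (stated alterations of the line), and Xist, Ddx3y and Eif2s3y (sex of the mice). Positions came from the GENCODE annotation of GRCm38, where 55 of 55 named gene IDs were found.

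The 13 gene lists (interferon response, MHC class I, MHC class II, hypoxia, cell cycle, suppressive myeloid, inflammatory myeloid, T cytotoxicity, T exhaustion and the astrocyte-like, mesenchymal-like, oligodendrocyte progenitor-like and neural progenitor-like tumour states) were tested with camera in limma 3.58.1 at its preset correlation of 0.01 on log2 CPM with a prior count of 2, for lists with at least 5 genes tested in the class, with adjustment over all tests. Several lists share genes: the MHC class I list shares antigen-processing genes with the interferon-response list, and Cd274 and Vegfa are in the suppressive myeloid list. Free RNA was profiled from barcodes with at most 50 UMIs, and its share of a class was the lower quartile of the levels that other classes' markers (20 CPM or more in free RNA) reached there. It was 0 to 12.9%, the highest in tumour-like cells of IgG replicate 1.

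The library names number some libraries consecutively, and these sets served as possible batches. Within a set, 1 library was compared with 1 library with no test, for genes with a mean of 8 CPM or more, detected in at least 10 cells where a gene was named. Genes there were ranked by the bound of the counting interval of the ratio nearest to no change, and list medians were placed among 10000 random lists drawn from 20 expression bins. The IgG replicates and the BP replicates were each compared by chi-square per degree of freedom, which was 2.19 to 629.6, so neither pair agrees within counting noise. Other pairs of libraries were not compared in this way.

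The scripts were tested on simulated counts with 200 genes changed 4-fold for BP against IgG. The changed genes were drawn from those above the median level. Genes varied independently of each other, and the library sets were not simulated. With the measured spread, 29.0% were recovered in tumour-like (1 false call), 59.0% in monocyte/macrophage-like (3), 58.0% in microglia-like (4) and 63.0% in T-like cells (7). With 0.25 of the measured spread, the recovered shares were 100%, 98.5%, 99.0% and 89.0%. With the interferon list raised in simulated monocyte/macrophage-like cells, 2 of 12 lists were called. The raised list was among them, and the other was not a list set to rise.

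Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, only the groups of the contrast in the fit, UT pooled with IgG, each IgG and BP library left out, the replicate number as a block, limits of 500 UMIs and 300 genes or 2000 UMIs and 1000 genes, 10% of the 99th percentile of UMIs, mitochondrial limits of 10% and 25%, doublets kept, each library clustered alone, free RNA subtracted, shares of cells that are not tumour-like, edgeR on cell numbers, fry, camera with estimated correlation and a prior count of 0.5. Finer clusters (resolution 2), a crossed replicate block, UT in the fit as its own group and the comparisons within sets were chosen after seeing the data. Classes other than the 4 tested were left out of the gene tests because some library had too few cells.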

Results

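Droplet single-cell RNA sequencing was carried out on whole brain tumours grown in C57BL/6 mice from NSCG, a mouse glioma line that carries the EGFRvIII form of the EGF receptor, an mCherry tag and a stated loss of the Arf/Ink4a locus. The stated purpose was to follow how tumour cells and the immune cells around them respond to different immunotherapies. Each of the 7 libraries pooled tumours of at least 2 mice, collected at about day 14, after 3 rounds of treatment in the IgG, BP and BPI groups. The 5 groups were untreated mice (UT, 1 library), mice given an IgG2b isotype control at 10 mg/kg (IgG, 2 libraries), mice given B20, an antibody against VEGF, at 5 mg/kg together with an antibody against PD-L1 at 10 mg/kg (BP, 2 libraries), mice given the same pair of antibodies with IPI-145, an inhibitor of PI3K delta and gamma, at 10 mg/kg daily (BPI, 1 library), and mice given an agonist antibody against CD40 at 100 µg in 2 doses (CD40, 1 library; the labels leave open whether a dendritic cell vaccine was given too).

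The deposited matrices held unique molecular identifier (UMI) counts for every barcode, cells and empty droplets alike. Total depth was 94948473 UMIs in UT, 95575099 and 163581082 in IgG replicates 1 and 2, 186793886 and 75444603 in BP replicates 1 and 2, 68997476 in BPI and 156486731 in CD40. After filtering and removal of 3207 doublets, 48588 cells remained, from 5373 in UT to 9650 in BP replicate 1, against the 6000 per library that were aimed for. Clusters were named from fixed markers, and 10.3% of cells stayed unnamed, from 2.50% in IgG replicate 2 to 28.4% in UT. The groups, marker genes, gene lists, tests and most alternatives were fixed before the data were examined, while the rule that names clusters from the markers and some alternatives were set later. Because UT, BPI and CD40 are 1 library each, their spread was taken from the IgG and BP libraries.

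The library names are consecutive for IgG replicate 1, BP replicate 2 and BPI (set A) and for CD40 and IgG replicate 2 (set B), while BP replicate 1 and UT each stand alone. BP replicate 1 therefore has no control in its own set, and values within a set compare 1 library with 1 library.

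The alterations stated for the tumour line were examined first. Cdkn2a (ENSMUSG00000044303, GRCm38 chromosome 4, 89274471 to 89294653), the gene of the Arf/Ink4a locus, had 155 to 198 CPM (counts relative to the class's total in that library) in the tumour-like cells of all 7 libraries, from 155 CPM in IgG replicate 2 to 198 CPM in BP replicate 2. In monocyte/macrophage-like cells it had 2.46 to 18.4 CPM. Transcripts counted for this gene were thus present in tumour-like cells although the locus is stated to be lost, and 3′ counts do not show which part of the gene they come from. Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158) had 161 to 226 CPM in tumour-like cells of the 6 libraries of the IgG, BP, BPI and CD40 groups and 60.2 CPM in UT. Its difference between UT and IgG was -1.86 ± 0.46 on the log2 scale (SE; edgeR quasi-likelihood test, adjusted p 0.399).

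The first comparison asked whether blocking VEGF and PD-L1 changed the make-up of the tumours. T-like cells made up 8.69% ± 6.57 of the cells in BP (SD, n = 2) and 0.715% ± 0.0834 in IgG (SD, n = 2). Monocyte/macrophage-like cells made up 11.6% ± 9.94 and 1.11% ± 0.329, and NK-like cells 3.16% ± 2.09 and 0.468% ± 0.361, in the same order. Tumour-like cells fell from 78.7% ± 5.91 in IgG to 61.3% ± 14.6 in BP. For these 4 classes the ranges of the groups did not overlap, and the two-sided exact permutation p was 0.333, the smallest that 2 libraries against 2 allow. Microglia-like cells (2.53% ± 0.346 in BP, 5.91% ± 5.06 in IgG; exact permutation p 0.667) and endothelial-like cells (0.324% ± 0.260 and 0.803% ± 0.827; exact permutation p 0.667) differed by less than the spread between replicates. In all, 10 of 18 classes (the unnamed cells counted as 1) had ranges that did not overlap, a separation that chance gives with a probability of 0.333 per class. An edgeR test on cell numbers called 0 of 18 classes at adjusted p under 0.05 and gave 3 at unadjusted p under 0.05, all of them rarer classes (dendritic-like, mast or basophil-like and plasmacytoid dendritic-like); its p for T-like cells was 0.0511 before and 0.228 after Benjamini-Hochberg adjustment.

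The alternative that moved these shares most was the denominator. As a share of the cells that were not tumour-like, T-like cells differed by 17.2 percentage points between BP and IgG in place of 7.97, and monocyte/macrophage-like cells by 21.9 in place of 10.5. Unnamed cells made up 77.7% and 14.6% of this denominator in IgG replicates 1 and 2, and 10.9% and 49.6% in BP replicates 1 and 2. These shares therefore also depend on how many cells could be named. BP replicate 1 carried most of both differences among all cells: without it they were 3.32 and 3.47 percentage points. The BP and IgG difference of microglia-like cells came from IgG replicate 2, and without that library it was 0.196 percentage points in the other direction. The same holds for endothelial-like cells, where the difference without IgG replicate 2 was 0.105 percentage points.

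Within set A, T-like cells were 0.656% of the cells in IgG replicate 1 (exact 95% interval 0.467 to 0.896), 4.04% in BP replicate 2 (3.54 to 4.58) and 9.02% in BPI (8.34 to 9.74). Monocyte/macrophage-like cells were 1.35%, 4.58% and 9.70% of the cells in the same order. In set B, T-like cells were 0.774% (0.588 to 0.9995) in IgG replicate 2 and 1.63% (1.36 to 1.94) in CD40, and microglia-like cells 9.49% and 11.01%. UT had 5.06% T-like cells (4.49 to 5.68) and 10.7% monocyte/macrophage-like cells, above both IgG libraries and between the BP libraries, of which BP replicate 1 had 13.3% and 18.6%. These intervals are exact binomial ones and cover counting error only; with 1 library per group and set, no test was made.

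**Figure D1:**
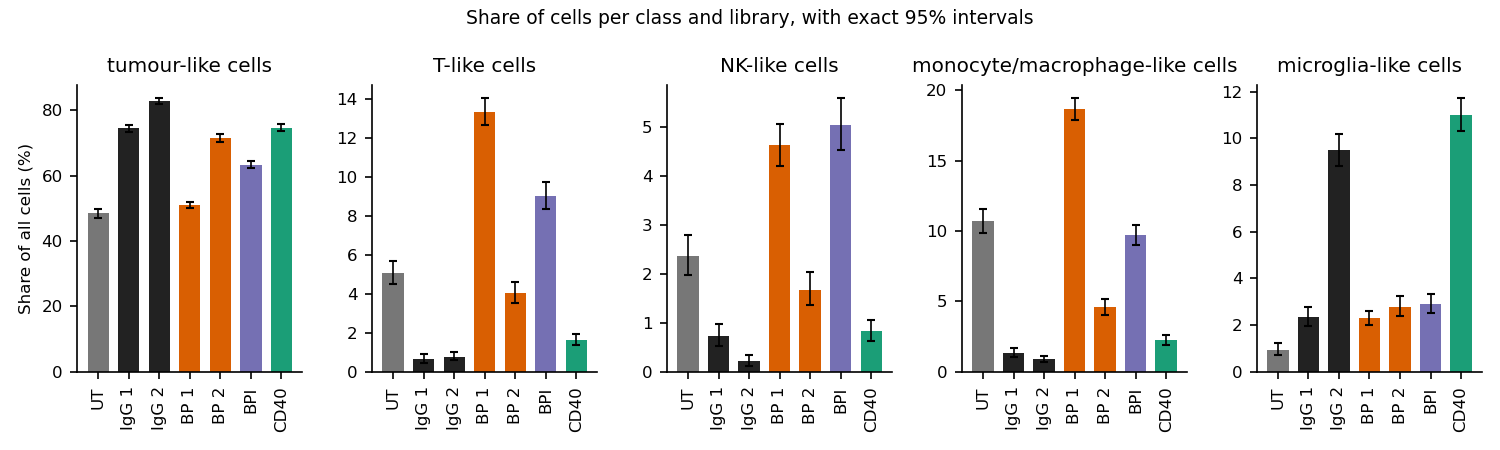
Share of all cells (%) in 5 cell classes for each of the 7 libraries, with exact binomial 95% intervals as error bars. T-like cells range from 0.656% in IgG replicate 1 to 13.3% in BP replicate 1, and UT, which received no treatment, lies at 5.06%.

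Before genes were compared between groups, libraries were compared with each other within a class. In tumour-like cells, over 7813 genes, the SD of the log2 difference was 0.61 between the IgG replicates and 0.77 between the BP replicates. It was 0.22 between IgG replicate 1 and BP replicate 2, 0.19 between BP replicate 2 and BPI and 0.16 between CD40 and IgG replicate 2, which are pairs of different treatment within a set. The correlation across genes, which are not independent replicates, was 0.910 between the IgG replicates, 0.850 between the BP replicates and 0.989 between IgG replicate 1 and BP replicate 2. The tumour-like cells thus differed more between sets than between treatments within a set. With all libraries thinned to 46990912 UMIs the SD between the IgG replicates was 0.61, and with free RNA subtracted it was 0.62. In set A, tumour-like cells had 305 to 393 CPM of Wfdc2 (ENSMUSG00000017723, chromosome 2, 164562413 to 164568510), against 0.105 to 2.39 CPM in the other 4 libraries. Olig1 (ENSMUSG00000046160, chromosome 16, 91269772 to 91271933) went the other way, with 0.23 to 0.74 CPM in set A and 69.6 to 307 CPM elsewhere. Wfdc2 and Olig1 were chosen after their values were seen. The IgG and BP groups each hold 1 library of set A and 1 from outside it, so the spread within a group in the tests includes this difference. Microglia-like cells did not follow the sets in this way throughout. There the SD was 0.52 between the IgG replicates. Within set A it was 0.74 (IgG replicate 1 and BP replicate 2), 0.64 (IgG replicate 1 and BPI) and 0.68 (BP replicate 2 and BPI). It was 0.93 between the BP replicates and 0.23 within set B. With all libraries thinned to 505319 UMIs, it was 0.60 between the IgG replicates and 0.47 within set B. Within set A the thinned values were 0.71, 0.65 and 0.66 in the same order, so part of the contrast came from depth.

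**Figure D2:**
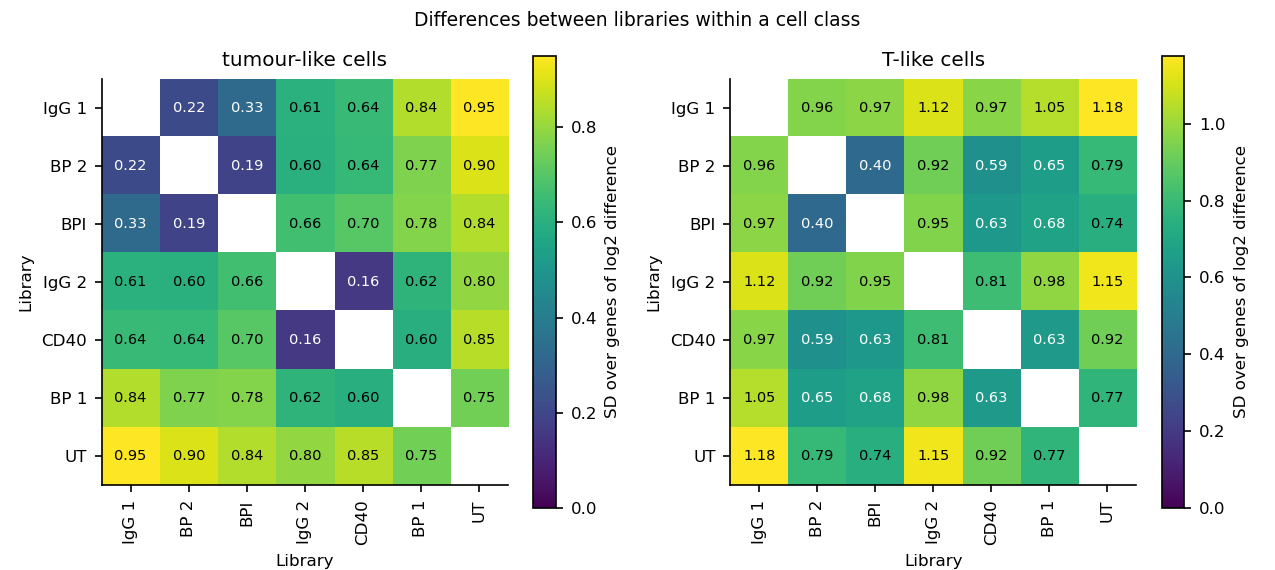
SD over genes of the log2 difference between each pair of libraries in tumour-like (left) and T-like (right) cells, with set A first, then set B, BP replicate 1 and UT. In tumour-like cells the values within set A (0.19 to 0.33) and within set B (0.16) lie below those between the IgG replicates (0.61) and between the BP replicates (0.77).

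Genes were tested on UMI counts summed per library and class. In tumour-like cells, the edgeR quasi-likelihood test called 0 of 20361 genes at adjusted p under 0.05 for BP against IgG, with 380 at unadjusted p under 0.05, and 0 for BPI against IgG (193), CD40 against IgG (14) and BPI against BP (31). DESeq2, the alternative that moved the first of these counts most, called 46, 8, 0 and 1 genes. Each edgeR count at unadjusted p lay below a share of 0.05 of the genes, which chance alone gives on average. These counts are therefore no sign of a change. In data simulated for BP against IgG with the measured spread, 200 genes above the median level were changed 4-fold in tumour-like cells. Of these, 29.0% were recovered, so that many changes of that size would be missed here. Genes varied independently in the simulation and library sets were left out, so recovery in the real data may differ.

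In monocyte/macrophage-like cells, edgeR called 0 of 11905 genes for BP against IgG (910 at unadjusted p under 0.05), 0 for BPI against IgG (1261), 0 for CD40 against IgG (121) and 0 for BPI against BP (248), where DESeq2 called 107, 195, 4 and 1. Leaving out IgG replicate 1 changed the first 2 counts to 117 and 230. In microglia-like cells edgeR called 0 of 12330 genes for BP (567 at unadjusted p under 0.05), 0 for BPI (394) and 0 for CD40 (42) against IgG, and DESeq2 37, 14 and 0. Leaving out BP replicate 2 changed the first of these to 622, and leaving out BP replicate 1 to 11. A crossed replicate block was chosen after seeing the data. It pairs IgG replicate 1 with BP replicate 2, both of set A, and IgG replicate 2 with BP replicate 1, which do not share a set. For BP against IgG it called genes in monocyte/macrophage-like cells and 0 in microglia-like cells. The count of 0 in monocyte/macrophage-like cells therefore did not hold with this pairing. The simulated recovery for BP against IgG was 59.0% and 58.0% in these classes. Endothelial-like cells, which carry the VEGF receptors, were not tested, because 2 of the 6 libraries had under 20 such cells (8 to 187 cells per library).

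In T-like cells, edgeR called 52 of 9178 genes for BP against IgG (42 higher, 10 lower), 41 for BPI against IgG (36 higher, 5 lower) and 2 for CD40 against IgG, where DESeq2 called 14, 13 and 0. With the crossed replicate block the count for BP was 103. The simulated recovery for BP against IgG was 63.0%. These counts rest on small IgG libraries, with 39 and 58 T-like cells against 1287 and 231 in BP. Without BP replicate 2 the count for BP was 244 and without IgG replicate 2 it was 9; with UT pooled with IgG as the control it was 0. The counts for BPI without BP replicate 2 and without IgG replicate 2 were 117 and 9.

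The genes named by rule in T-like cells for BP against IgG were Ccl1, Gzmf and Havcr2 among those that rose and Dapl1, S1pr1 and Xcl1 among those that fell. Ccl1 (ENSMUSG00000020702, chromosome 11, 82176657 to 82305690) had 0 UMIs in both IgG libraries, 344 and 147 CPM in BP replicates 1 and 2 and 217 CPM in BPI. A floor of 3 counts per IgG library was 19.103 CPM on average. The mean of Ccl1 in BP was 12.8 times this floor, and its level in BPI 11.4 times (adjusted p from edgeR 6.97e-07 and 8.87e-07). The floor is not the bound of the counting interval, so such folds are not lower limits. Havcr2 (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255), also at 0 UMIs in both IgG libraries, was 4.96 times the floor in BP by the group means and 4.22 times in BPI. Gzmf (ENSMUSG00000015441, chromosome 14, 56205263 to 56211417) was 6.61 times the floor in BP by the group means. It had 247 CPM in BP replicate 1 and 5.33 CPM in BP replicate 2. The latter is below the 19.103 CPM floor of the IgG libraries, so that 1 library carried the rise. Granzyme genes are close copies of each other, so the count for Gzmf is uncertain. For BPI the rule also named Creb3l2 (ENSMUSG00000038648, chromosome 6, 37327255 to 37442146), at 1.73 times the floor. Dapl1 (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020) differed by -3.38 ± 0.51 on the log2 scale in BP (SE; edgeR adjusted p 4.42e-05) and by -4.25 ± 0.70 in BPI (edgeR adjusted p 1.15e-04). S1pr1 (ENSMUSG00000045092, chromosome 3, 115710433 to 115715072) differed by -2.31 ± 0.50 and Xcl1 (ENSMUSG00000026573, chromosome 1, 164931644 to 164935527) by -1.92 ± 0.49 in BP (edgeR adjusted p 0.0152 and 0.0440). UT had 365 CPM of Ccl1, 68.6 of Havcr2, 18.0 of Dapl1, 12.4 of S1pr1 and 112 of Xcl1 in T-like cells, on the side of the BP libraries for each of the 5 genes.

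For CD40 against IgG the called genes in T-like cells were Hist1h1b (ENSMUSG00000058773, chromosome 13, 21779883 to 21780625; 454 CPM against 0 and 22.7 CPM in IgG replicates 1 and 2; 4.90 ± 0.74 on the log2 scale, edgeR adjusted p 1.42e-04) and Igkc, an immunoglobulin gene that fell below the level set for naming and is given because the count was 2. Histone genes are near-identical copies whose reads the counting could split, so the value for Hist1h1b is uncertain.

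The drug targets, their receptors and their ligands were followed whatever their values. These 9 genes gave 115 tests in the 4 classes. Adjustment over the list alone was made within each class and contrast, over 5 to 8 genes, and not over the 115 tests together. Over these tests, edgeR called 2 when adjusted over all genes and 22 when adjusted over the list alone. The first 2 were Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), which encodes PD-1, in T-like cells. Pdcd1 had 32.8 and 9.09 CPM in IgG replicates 1 and 2, 176 and 101 CPM in BP, 110 CPM in BPI, 62.3 CPM in CD40 and 429 CPM in UT. Its difference from IgG was 2.74 ± 0.60 in BP and 2.67 ± 0.66 in BPI on the log2 scale (SE; edgeR adjusted p 0.0158 and 0.0391). With UT pooled with IgG as the control, the sign of both reversed, to -0.50 and -0.55. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), which encodes PD-L1, had 417 and 168 CPM in monocyte/macrophage-like cells of BP replicates 1 and 2, 368 CPM in BPI, 44.8 CPM in CD40, 41.8 and 25.9 CPM in IgG and 361 CPM in UT. The difference was 3.19 ± 0.54 in BP and 3.98 ± 0.60 in BPI (SE; edgeR adjusted p 0.260 and 0.0676 over all genes), past the threshold over the list alone. Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) in tumour-like cells had 70.8 and 28.4 CPM in BP against 15.7 and 22.8 CPM in IgG, a difference of 1.31 ± 0.43 (SE; edgeR adjusted p 0.9999, unadjusted 0.0302). Vegfa in monocyte/macrophage-like cells had 58.6 and 25.2 CPM in BP and 31.1 CPM in BPI against 8.36 and 5.93 CPM in IgG, differences of 2.69 ± 0.53 and 2.70 ± 0.59 (SE; edgeR adjusted p 0.260 and 0.141 over all genes, 0.00313 and 0.00408 over the list), but free RNA made up as much as 39.7% of it in a library. Cd40 (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948) in monocyte/macrophage-like cells had 9.50 CPM in CD40 against 5.93 CPM in IgG replicate 2 of the same set and 33.4 CPM in IgG replicate 1. It had 155 and 127 CPM in BP, 253 CPM in BPI and 315 CPM in UT, differences from IgG of 3.08 ± 0.69, 4.35 ± 0.77 and 4.49 ± 0.77 (SE; edgeR adjusted p 0.272, 0.107 and 0.0689 over all genes, 0.00469, 0.00152 and 0.00117 over the list). Other calls over the list alone in this class were Flt1 (ENSMUSG00000029648, chromosome 5, 147561604 to 147726011) in BP, BPI and UT (3.02, 2.39 and 2.63), Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458) in BPI (2.52), Cd274 in UT (3.79), and Pik3cd (ENSMUSG00000039936, chromosome 4, 149649168 to 149702571) in BP (1.14) and Pik3cg (ENSMUSG00000020573, chromosome 12, 32173473 to 32208659) in UT (-1.37). In T-like cells they were Cd274 in BP and BPI (1.56 and 1.55), Pdcd1 in CD40 (1.69) and Cd40lg in BP, BPI and CD40 (-1.71, -2.41 and -1.72), where IgG replicates 1 and 2 had 32.8 and 150 CPM of Cd40lg. Of the genes of the IPI-145 targets, Pik3cd had 58.2 CPM and Pik3cg 22.4 CPM in monocyte/macrophage-like cells of BPI, against 52.9 and 32.6 CPM in BP replicate 2 of the same set.

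Gene lists fixed in advance were tested with camera from limma at its preset correlation, over 179 combinations of list, class and contrast. It called 86 at adjusted p under 0.05, 70 higher and 16 lower. None of the 86 held under the fry rotation test, which called 0 (13 at unadjusted p under 0.05), or with the correlation estimated from the residuals, which called 0 (5 at unadjusted p under 0.05). The calls therefore depend on the preset correlation. The median and the mean of a list differed in sign in 12 of the 179, and in none of the 86 did either differ in sign from the test.

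The smallest adjusted p-values belonged to the interferon-response list. Its genes differed from IgG by a median of 2.23 (log2) in tumour-like cells of BP (camera in limma, adjusted p 1.42e-24) and of 2.37 in those of BPI (camera in limma, adjusted p 9.21e-26). The medians in BP were 1.76 in monocyte/macrophage-like, 1.72 in microglia-like and 0.28 in T-like cells, the last not called, and in BPI 2.90, 2.35 and 0.66. The same list was lower in CD40 than in IgG, by medians of -1.26, -0.70, -0.34 and -0.76 in monocyte/macrophage-like, microglia-like, tumour-like and T-like cells, and was called in all 4. MHC class I genes were higher in BP by medians of 1.72 in tumour-like, 1.68 in monocyte/macrophage-like and 1.75 in microglia-like cells. MHC class II genes were higher there by 2.89 in monocyte/macrophage-like and 5.68 in microglia-like cells. The last value depends on the measure. By the median level of this list, microglia-like cells had 9.06 and 5.84 (log2 CPM) in BP replicates 1 and 2. IgG replicates 1 and 2 had 4.22 and 5.37, and CD40 had 6.40. Cell cycle genes were lower in monocyte/macrophage-like cells of BP (-1.34) and BPI (-1.63). The inflammatory myeloid list was higher in monocyte/macrophage-like cells of BP (1.60) and BPI (2.58), and the hypoxia list by 0.70 and 1.04, while the suppressive myeloid list was called only in BP there (0.47). In T-like cells, T exhaustion genes were higher in BP (1.62), BPI (1.61) and CD40 (1.73), and T cytotoxicity genes in BP (1.12) and BPI (2.03). Of the tumour cell states, the mesenchymal-like list was higher in tumour-like cells of BP (0.61) and BPI (0.43), the astrocyte-like list in BP (0.42), and BPI lay below BP for the oligodendrocyte progenitor-like (-1.29), neural progenitor-like (-0.75) and astrocyte-like (-0.93) lists.

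Within a set, each list was compared between 1 library and 1 library, as the median log2 ratio of its genes with its percentile among 10000 random lists of the same size and expression. This comparison was chosen after seeing the data. In tumour-like cells of set A the interferon-response median was 0.76 for BP replicate 2 against IgG replicate 1 and 1.98 for BPI against IgG replicate 1, both at percentile 100, and 1.19 for BPI against BP replicate 2 (percentile 100). For CD40 against IgG replicate 2 in set B it was -0.05 (percentile 31.5), so that the lower value in CD40 did not appear within the set in tumour-like cells. In monocyte/macrophage-like cells the interferon-response medians were 1.01 for BP, 1.96 for BPI and -0.24 for CD40 (percentiles 100, 100 and 0.12), and in microglia-like cells 0.31, 1.69 and -0.14 (percentiles 98.97, 100 and 0.785). MHC class I medians in tumour-like cells were 0.79, 1.38 and 0.06, and MHC class II medians in monocyte/macrophage-like cells 2.40, 2.96 and 1.37, in the same order. T exhaustion medians in T-like cells were 1.32, 1.43 and 1.80, and T cytotoxicity medians 1.03, 1.41 and 0.44, while the interferon-response median of CD40 there was -0.31 (percentile 0.07). The cell cycle list fell by 0.70, 1.10 and 0.69 in monocyte/macrophage-like cells, by 1.74, 0.94 and 0.16 in microglia-like cells (percentiles 0, 0 and 0.18) and, in T-like cells, had medians of 0.05, 0.41 and 2.30. In microglia-like cells of BP and BPI the hypoxia list (-1.34 and -0.73) and the mesenchymal-like list (-1.14 and -0.71) also fell, all at percentile 0, although neither was called there across all libraries. By the median level of each list, BP replicate 2 was lower too (5.57 and 4.33, log2 CPM). BPI was not (6.32 and 5.72, against 6.28 and 5.71 in IgG replicate 1), so no fall in BPI is claimed. The mesenchymal-like median rose by 0.16 and 0.32 in tumour-like, 0.45 and 0.87 in monocyte/macrophage-like and 0.85 and 0.74 in T-like cells, and the hypoxia median of BPI by 0.84 and 0.81 in the last 2 classes. The median level of the hypoxia list in T-like cells was lower in BPI (5.88) than in IgG replicate 1 (6.05), so that rise depends on the measure. In tumour-like cells of BPI against BP replicate 2, the oligodendrocyte progenitor-like, neural progenitor-like and astrocyte-like medians were 0.01, 0.00 and 0.09, so that the falls of BPI below BP seen across all libraries did not hold within the set. Other lists called across all libraries also lay among the random lists within the set. In monocyte/macrophage-like cells of BP these were hypoxia (0.18, percentile 75.0) and suppressive myeloid (0.11, percentile 40.1). In tumour-like cells of BP they were astrocyte-like (-0.02, percentile 44.2) and hypoxia (-0.02, percentile 31.9), in those of BPI hypoxia (0.06, percentile 60.1) and oligodendrocyte progenitor-like (-0.11, percentile 3.04), and in those of BPI against BP inflammatory myeloid (0.13, percentile 90.1). In tumour-like cells of CD40 they were astrocyte-like (0.01, percentile 95.5) and oligodendrocyte progenitor-like (-0.06, percentile 40.6), in microglia-like cells of CD40 T exhaustion (0.09, percentile 83.2), and in T-like cells of BPI interferon response (0.39, percentile 85.8) and cell cycle (percentile 88.8). The cell cycle median in T-like cells of BP lay there too (percentile 33.5). No such value was formed for BP replicate 1, which has no control in its set.

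**Figure D3:**
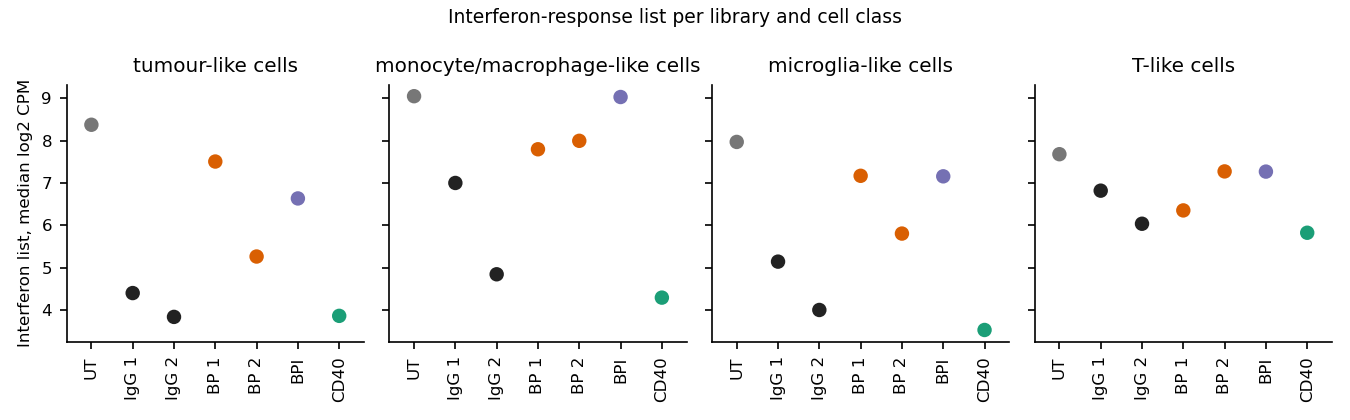
Median log2 CPM of the interferon-response list in 4 cell classes for each of the 7 libraries, scaled together, with 1 point per library. In tumour-like cells UT (8.37) lies above BP replicates 1 and 2 (7.51 and 5.26), BPI (6.63), CD40 (3.86) and IgG replicates 1 and 2 (4.40 and 3.84).

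Levels of the lists in UT were set beside these, since UT received no antibody. With the 7 libraries scaled together, the interferon-response median in tumour-like cells was 8.37 (log2 CPM) in UT, above every library of the other groups, and the T exhaustion median in T-like cells was 7.57 in UT against 7.03 and 6.77 in BP and 5.59 and 4.18 in IgG. Higher values than in IgG were therefore also found in a library without treatment.

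Single genes within a set are named as the largest rise and fall by the lower bound of the ratio, again without a test, with exact Poisson 95% intervals that cover counting error only. Where a library had 0 UMIs, the fold was taken against a floor of 3 counts, which is not the bound of the interval. The bound, which lies nearer to no change, is given beside it on the log2 scale. In tumour-like cells of set A, Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) had 458 CPM (451 to 464) in BPI and 26.9 CPM (25.7 to 28.1) in IgG replicate 1, a 17.0-fold difference, and was 4.63-fold higher in BPI than in BP replicate 2. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) was 6.54-fold higher in BP replicate 2 than in IgG replicate 1, with 81.4 CPM (79.0 to 83.8) and 12.4 CPM (11.6 to 13.3). In monocyte/macrophage-like cells, Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) was 12.7-fold higher in BP replicate 2 than in IgG replicate 1. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), with 0 UMIs in IgG replicate 1, was 50.4-fold higher in BPI than the floor (log2 bound 5.35). It was 17.8-fold higher in BPI than in BP replicate 2. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was 3.47-fold lower in BPI than in BP replicate 2. In microglia-like cells, Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) was 44.8-fold higher in BPI than in IgG replicate 1. In tumour-like cells of set A, Hist2h2ac (ENSMUSG00000068855, chromosome 3, 96220361 to 96220880) was 1.79-fold lower in BP replicate 2 and 2.46-fold lower in BPI than in IgG replicate 1, and Sema3c was 1.86-fold lower in BPI than in BP replicate 2. Hist1h1b was 5.54-fold lower in BP replicate 2 and 6.94-fold lower in BPI than in IgG replicate 1 in monocyte/macrophage-like cells. In T-like cells, where IgG replicate 1 had 0 UMIs, it was instead 15.5-fold and 20.1-fold higher than the floor (log2 bounds 3.65 and 4.03). In microglia-like cells of BP replicate 2, H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) had a ratio of 127 to IgG replicate 1, which had 2 UMIs (log2 interval 5.11 to 10.05). Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had 0 UMIs in BP replicate 2, where the floor was 32.0-fold below IgG replicate 1 (log2 bound -4.69). Colec12 (ENSMUSG00000036103, chromosome 18, 9707595 to 9882644) had 0 UMIs in microglia-like cells of BPI, where the floor was 14.1-fold below IgG replicate 1 (log2 bound -3.47). In T-like cells, Xcl1 was 3.20-fold lower in BP replicate 2 and Samd3 (ENSMUSG00000051354, chromosome 10, 26229707 to 26272172) 3.56-fold lower in BPI. In CD40 against IgG replicate 2, Sema3c (ENSMUSG00000028780, chromosome 5, 17574281 to 17730268) was 3.35-fold higher in tumour-like cells, Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) 10.8-fold higher in microglia-like cells, Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) 14.4-fold lower in monocyte/macrophage-like cells and Cd40lg (ENSMUSG00000031132, chromosome X, 57212143 to 57224042) 4.91-fold lower in T-like cells. The largest rises of CD40 in these last classes were Cxcl9 in monocyte/macrophage-like cells, with a ratio of 65.3 to 2 UMIs in the control (log2 interval 4.16 to 9.08), and Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) in T-like cells, with a ratio of 78.2 to 1 UMI (log2 interval 3.799 to 11.60). Cxcl9 and Rsad2, which moved apart, are both in the interferon-response list. The remaining falls of CD40 were Gm10260 (ENSMUSG00000069117, chromosome 13, 97760072 to 97760632), 2.56-fold in tumour-like cells, and Rpl10 (ENSMUSG00000008682, chromosome X, 74270812 to 74273135), 1.94-fold in microglia-like cells. Values for the histone genes, H2-Aa, Gm10260 and Rpl10 are uncertain, because reads could be split among near-identical copies.

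The last comparison set the 2 kinds of control against each other. UT against IgG gave 0 of 20110 genes called by edgeR in tumour-like cells (2383 at unadjusted p under 0.05; 767 called by DESeq2). In monocyte/macrophage-like cells edgeR called 12 of 12499 genes, 10 higher and 2 lower in UT, and DESeq2 called 215; without IgG replicate 2 edgeR called 0 and without BP replicate 2 it called 1095. The rule named Ly6i (ENSMUSG00000022586, chromosome 15, 74979534 to 74983430; 7.38 ± 0.78 on the log2 scale, edgeR adjusted p 0.0447), AW112010 (ENSMUSG00000075010, chromosome 19, 11047612 to 11055808; 5.75 ± 0.76, adjusted p 0.0453) and Gm4951 (ENSMUSG00000073555, chromosome 18, 60212080 to 60247820; 4.96 ± 0.61, adjusted p 0.0453). Ly6i and Gm4951 have close relatives among which the counting could split reads, and their values are uncertain for that reason.

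Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), the transcript of the inactive X chromosome, was 1 of the 2 genes called lower in UT (-10.71 ± 0.95 on the log2 scale, edgeR adjusted p 0.0227). It had 0 UMIs in the 272 T-like and 51 microglia-like cells of UT and 0.154 CPM in its monocyte/macrophage-like cells, against 288 to 1109 CPM in these 3 classes of the other 6 libraries. Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) had 78.4 CPM in T-like, 48.2 in monocyte/macrophage-like and 43.9 in microglia-like cells of UT, and at most 2.15 CPM in these classes of the other 6 libraries. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had 39.9 CPM in monocyte/macrophage-like cells of UT and a mean of 4.36 CPM in IgG. UT thus differs from the other 6 libraries in sex-linked genes of the host classes as well as in treatment, and it lists 713553 barcodes against 1487060 to 2310016 in the others. For genes outside the sex chromosomes, a difference between UT and IgG can therefore not be assigned to the absence of antibody alone.

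**Figure D4:**
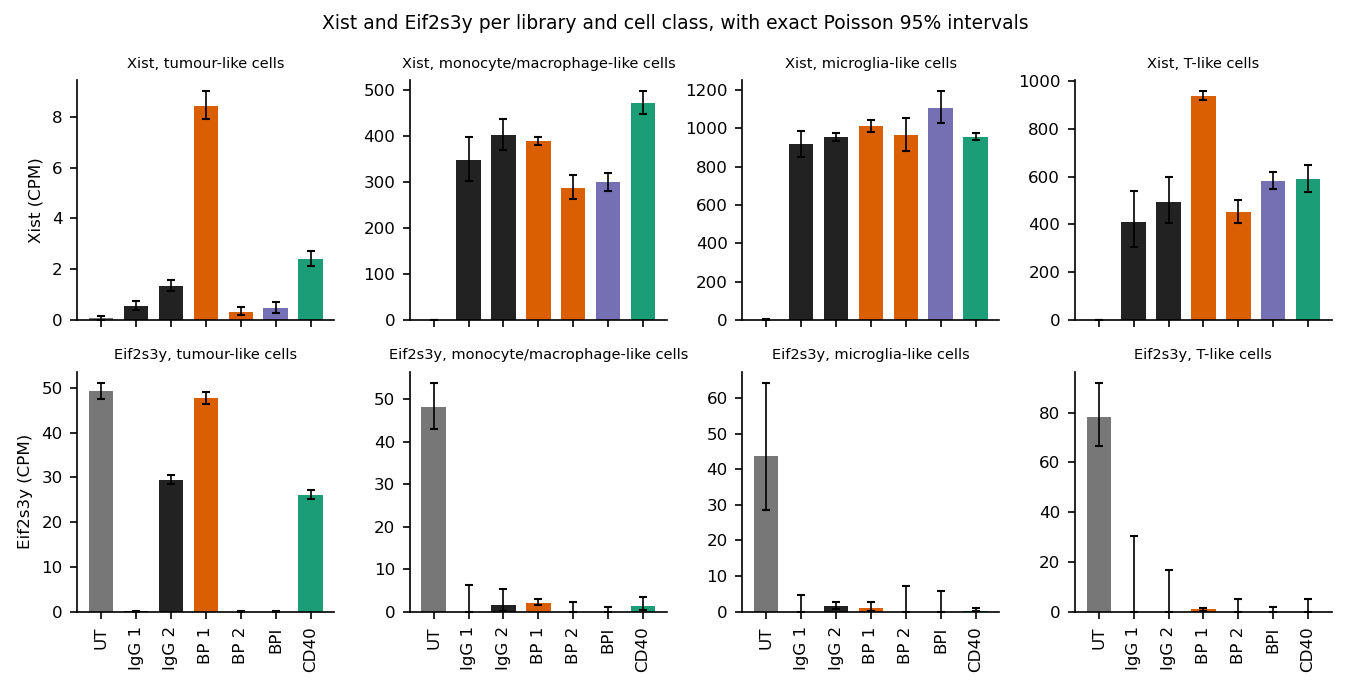
Xist (upper panels) and Eif2s3y (lower panels) in CPM in 4 cell classes for each of the 7 libraries, with exact Poisson 95% intervals as error bars. In T-like cells Xist has 0 UMIs in UT and 410 to 937 CPM in the other 6 libraries, while Eif2s3y has 78.4 CPM in UT.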

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

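All tests of explanations in this part were chosen only after the results were seen. Gene lists were compared between classes by the median log2 CPM of each list, BP mean minus IgG mean, and a list was picked out where both BP libraries lay above both IgG libraries in 1 class and below both in another. Of 51 combinations of list and class, 26 had both BP libraries above and 7 had both below, where chance gives 16.7% each way. For 3 lists the directions were opposite, each time higher in T-like and lower in microglia-like cells. The differences between the classes were not tested.

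The T exhaustion list was 1.99 higher in BP in T-like cells and 1.17 lower in microglia-like cells (-1.17), a difference of 3.16 on the log2 scale. With free RNA subtracted the difference was 3.27, and thinned to 122092 UMIs per library and class it was 2.54, which argues against free RNA and depth as the whole cause. Over the 4 genes of 20 CPM or more in microglia-like cells, BP minus IgG was 0.297, so the fall there may be carried by genes of low level. The median change of single genes in microglia-like cells was 0.56, of the other sign than the difference of list medians, because a median of levels need not follow the median of changes. T exhaustion genes in microglia-like cells are also few, 7 against 12 in T-like cells. Within set A the list medians were 1.14 higher in T-like and lower in microglia-like cells (-0.64), while the median change of single genes in microglia-like cells was 1.03 (percentile 99.8). No fall in microglia-like cells is claimed.

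The astrocyte-like list differed by 1.48 between the classes (1.02 in T-like and -0.46 in microglia-like cells). The difference was 1.63 with free RNA subtracted and 0.883 after thinning. Over genes of 20 CPM or more it was 0.0174, so a candidate explanation for the whole difference is genes of low level. Within set A the list medians were opposite as well (1.65 in T-like and -0.21 in microglia-like cells), while the median change of single genes was 0.07 in T-like (percentile 32.6) and 0.40 in microglia-like cells (percentile 95.4), so the opposite directions depend on the measure here too.

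The oligodendrocyte progenitor-like list differed by 1.12 (0.59 in T-like and -0.53 in microglia-like cells). It was 1.25 with free RNA subtracted, 1.03 after thinning and 1.35 over genes of 20 CPM or more, and each argues against the explanation it tests as the whole cause. Within set A the list was 0.11 higher in T-like and lower in microglia-like cells (-0.996) by list medians. The median change of single genes within set A was -0.06 in T-like (percentile 27.2) and -0.01 in microglia-like cells (percentile 50.7), so the opposite directions depend on the measure and none is claimed. Treatment, library set and a change in which cells carry each name stay open.

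Chance in the order of the 4 libraries cannot be told apart from treatment for these 3 lists. Of the 3 ways to split the 4 libraries in pairs, 1, the real one, gave 3 such lists and the other splits gave 0 and 0, and 3 splits cannot give a smaller share.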

How the results depend on the processing

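Across results that answer a comparison, 279 alternative values stayed within 1.5 times the count or, for shares, within 1 SD of the replicates, and 100 moved. These tolerances differ, and the SD of 2 libraries is wide, so counts and shares are not compared for stability. Without IgG replicate 2 the differences of microglia-like and endothelial-like cells changed sign within that SD (0.196 and 0.105). Finer clusters, the crossed block and UT as its own group were chosen after seeing the data. The cause of each change was not tested, except where fewer libraries or genes entered by construction.

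DESeq2 called 46, 8, 1 and 767 genes in tumour-like cells (BP, BPI, BPI against BP, UT), 107, 195, 4, 1 and 215 in monocyte/macrophage-like cells (BP, BPI, CD40, BPI against BP, UT), 37 and 14 in microglia-like cells (BP, BPI), and 14, 13 and 0 in T-like cells (BP, BPI, CD40). No filter on low counts gave 411, 584, 40, 61 and 641 in monocyte/macrophage-like cells in that order, 306, 130 and 32 in microglia-like cells and 116, 75 and 10 in T-like cells (BP, BPI, CD40). With only the groups of the contrast in the fit the counts were 312 (monocyte/macrophage-like, UT), 51 (microglia-like, BPI) and 7, 94 and 15 (T-like BP, BPI, CD40). DESeq2 size factors in edgeR gave 1 for monocyte/macrophage-like UT and 1 for T-like CD40.

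With at least 500 UMIs and 300 genes, the counts were 22 (monocyte/macrophage-like BPI), 45 (UT) and 23, 24 and 1 (T-like BP, BPI, CD40). With at least 2000 UMIs and 1000 genes they were 24, 34 and 87, 72 and 11 in the same order. A mitochondrial limit of 10% gave 1 (monocyte/macrophage-like UT) and 107, 67 and 12 (T-like), and 25% gave 25, 20 and 1 (T-like). Doublets kept gave 3, 4 and 304 in tumour-like cells (BP, BPI, UT), 33 in monocyte/macrophage-like cells (UT) and 1 in T-like cells (CD40). Finer clusters gave 32 (monocyte/macrophage-like UT) and 1 (T-like CD40), and free RNA subtraction 1 and 1 for the same. UT in the fit as its own group gave 1 (T-like CD40). UT pooled with IgG as the control gave 0, 2 and 0 in T-like cells (BP, BPI, CD40), and the sign of Pdcd1 reversed there, to -0.50 in BP and -0.55 in BPI.

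Leaving out each IgG and BP library in turn gave 0 to 117 (monocyte/macrophage-like BP, 117 without IgG replicate 1), 0 to 230 (BPI, 230 without IgG replicate 1) and 0 to 1095 (UT, 0 without IgG replicate 2, 1095 without BP replicate 2), 0 to 622 (microglia-like BP, 622 without BP replicate 2) and 0 to 95 (BPI, 95 without BP replicate 2), and in T-like cells 9 to 244 (BP), 9 to 117 (BPI), each lowest without IgG replicate 2 and highest without BP replicate 2, and 3 to 15 (CD40). A count after a library is left out rests on fewer libraries, and the lone one is assumed to vary like the other groups. In tumour-like cells every such count was 0.

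Equal replicate numbers did not pair the libraries: the correlation of the deviations of equal numbers was -0.676 in tumour-like, -0.209 in monocyte/macrophage-like, 0.0944 in microglia-like and -0.0380 in T-like cells. For BP against IgG the replicate block gave 4 genes (monocyte/macrophage-like), 6 (microglia-like), 6 (T-like) and 0 (tumour-like), and 28 of 47 lists, 27 of them shared with the 28 called without it. A crossed replicate block gave 337, 0, 103 and 0 in the same order.

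For 17 calls of named genes, each a gene in a class and contrast, 226 of 287 alternatives kept the call, 59 lost it and 2 reversed, both for Pdcd1. Ccl1 in BP kept its call in 18 of 19 and Xcl1 in 8 of 19, Creb3l2 in 8 of 16. Vegfa and Cd274 in tumour-like cells of BP were never called, with log2 differences of 0.68 to 1.74 and 0.48 to 4.09.

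Of the classes with ranges apart (10), the count was 6 with 10% of the 99th percentile of UMIs, 6 with each library clustered alone and 12 to 16 with a library left out, where fewer libraries overlap less by construction. As a share of cells that are not tumour-like, BP minus IgG was 17.2 percentage points (T-like), 5.63 (NK-like), 21.9 (monocyte/macrophage-like), -25.0 (microglia-like) and -3.72 (endothelial-like); with the 99th percentile rule NK-like cells gave 1.18. With a library left out the differences were 3.32 to 12.6 (T-like), 1.21 to 4.16 (NK-like), 3.47 to 17.5 (monocyte/macrophage-like), -6.95 to 0.196 (microglia-like), -1.06 to 0.105 (endothelial-like) and -27.7 to -7.11 (tumour-like). The direction for T-like, NK-like, monocyte/macrophage-like and tumour-like cells held in each of these.

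Gene lists were called 86 times, 0 times with fry and 0 times with camera at an estimated correlation. Leaving out a library gave 78 to 98 and a prior count of 0.5 gave 86, of which 85 were shared. With free RNA subtracted 85 of 175 were called, 81 of them shared. With any library left out, fewer calls were shared than with the prior count of 0.5 or with free RNA subtracted. Similar totals there do not mean the same lists. Not run were microglia-like genes with at least 500 UMIs (BP replicate 1 kept 3 such cells) and T-like and monocyte/macrophage-like genes with each library clustered alone, where the class was lost in some IgG libraries. Endothelial-like genes were not tested in any setting. The small IgG classes limit depth most: the T-like sum of IgG replicate 1 was 122092 UMIs from 39 cells.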

Other observations

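All tests in this part were chosen only after the results were seen. Tumour-like cells resembled those of consecutively numbered libraries more than those of their own group. The SD of the log2 difference over genes was 0.606 between the IgG replicates and 0.215 between IgG replicate 1 and BP replicate 2. Thinned to 1 depth, the value between the IgG replicates was 0.611, and with free RNA subtracted it was 0.620 (0.249 between IgG replicate 1 and BP replicate 2), which argues against depth and free RNA. If library preparation acted alike on every class, the difference between the IgG replicates would run alike in host and tumour-like cells. Its correlation across genes between microglia-like and tumour-like cells was 0.368, where tumour-like cells at the same depth gave 0.909, and 0.287 against 0.862 for monocyte/macrophage-like cells. Summed Eif2s3y, Kdm5d and Uty, all on the Y chromosome, reached at most 0.233 CPM in tumour-like cells of set A, against 81.0 in IgG replicate 2, 81.6 in CD40, 105 in UT and 181 in BP replicate 1. A candidate explanation is that different tumour-cell populations, 1 of them without Y-chromosome transcripts, gave rise to the tumours of set A and of the other libraries. Different lots of the line and loss of the chromosome in culture were not tested.

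Interferon-response genes were higher in tumour-like cells of BP and BPI within set A. The list median of BP replicate 2 against IgG replicate 1 was 0.76, 0.741 with free RNA subtracted and 0.804 thinned to 1 depth, which argues against both. To give the excess over IgG replicate 1, monocyte/macrophage-like RNA in tumour-like barcodes, doublets included, would need to make up 7.01% of their RNA. Immune markers abundant in that class show an excess of 0.0477% over the same control. Free RNA was not subtracted for these 2 values. Its share in tumour-like cells was 12.9% in IgG replicate 1 and 1.12% in BP replicate 2, which could lower the excess. RNA of other immune classes was not tested in this way. The IgG replicates, which lie in different sets, differed by 0.563 in the median level of the list, another measure than the 0.76 above. These levels were 4.39 and 3.83 (log2 CPM, UT left out of the scaling), and BP replicate 2 had 5.26. Variation between libraries of 1 treatment and a response to treatment therefore cannot be told apart for BP, with 1 library on each side. UT, which had no antibody, had the highest level in tumour-like cells (8.37, log2 CPM). A response to treatment may add to a level that differs between tumours for other reasons, and the high level in UT speaks against reading this list as a mark of treatment alone.

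Host cells of UT lacked Xist and carried Y-chromosome genes. Eif2s3y had 78.4 CPM in T-like cells of UT and 49.2 in its tumour-like cells, and free RNA of the tumour would give a lower level in T-like cells than in the tumour. If the chemistry or barcode list of the other 6 libraries missed Y-chromosome genes, it would miss them in every class. Tumour-like cells of BP replicate 1, IgG replicate 2 and CD40 had at least 26.1 CPM of Eif2s3y, while 3 host classes (T-like, monocyte/macrophage-like and microglia-like) of the other 6 libraries had at most 2.15 CPM, which argues against this for Eif2s3y. For Xist (0.154 CPM in monocyte/macrophage-like cells of UT), chemistry and sex cannot be told apart, because UT holds no class known to have Xist and its barcode list is its own. Uty had 65.8 CPM in microglia-like cells of UT, where Xist had 0 UMIs. A candidate explanation is that the mice of UT were of the other sex than those of the other 6 libraries, in which Xist was present in host cells. Age, origin and time of the UT mice were not tested.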
